A study of Schmidtea mediterranea with 24 samples.

How the data were processed

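RNA abundance was measured by RNA sequencing in planarian flatworms, Schmidtea mediterranea, of the asexual clonal line CIW4. Animals had been fed double-stranded RNA against egr-2 or against egfp, which served as the control, and were then amputated. Per the labels' protocols there were 6 feedings of 2 µg double-stranded RNA, each replicate pooled tissue from 10 tail fragments, and about 500 ng of total RNA per sample went into a NEBNext Ultra library. The tissue was the anterior part of the tail fragment at 0 h, 2 days or 4 days after amputation. The design text names paired-end reads of 150 bases from an Illumina HiSeq instrument.

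The authors deposited a table of raw read counts per transcript contig for 28069 contig IDs and 24 libraries, and per the file headers each column of counts belongs to 1 library. Every column name matched the description label of 1 sample, and 0 columns of per-sample values were left unmatched. The series' design text says that the authors used BBDuk, Bowtie2 and edgeR before the counts and comparisons were deposited. The versions, the trimming settings, the counting step and its use of strand are not given in the sources used here. The IDs carry the prefix dd_Smed_v6 of a planarian transcriptome assembly, so a count refers to an assembled transcript contig and has no genome position here. The authors also deposited a table of 7 comparisons for 16812 IDs, which holds, per the file headers, log2 fold changes, average log2 CPM and false discovery rates, that is p-values adjusted by the authors. Neither table pairs an ID with a gene name or description, and no other annotation was used here. The transcript of egr-2 itself could therefore not be identified here, and the fall of the targeted transcript could not serve as a check of the labels. Whether it is among the tested, called or named IDs is not known. Gene set tests for cell cycle, neural and muscle descriptions had been planned for the case that descriptions were given, and were not run, and no other set test was run in their place.

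Libraries were grouped by the RNAi condition and time point in the sample titles, with 4 replicates in each of 6 groups. Total counts ran from 13449251 to 30829850 per library. The 36 pairs of replicates were compared by a chi-square over IDs with at least 10 counts in the pair. The chi-square per degree of freedom was 2.57 to 26.6, so every pair differed by more than counting noise and each library was counted as 1 replicate.

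The main test was the edgeR quasi-likelihood test on the deposited counts (edgeR 4.0.16 with limma 3.58.1 in R 4.3.3), with TMM scaling factors, a group-means model over all 24 libraries and Benjamini-Hochberg adjustment at 0.05. IDs were kept by filterByExpr over the 6 groups with a minimum count of 10 and a minimum total of 15, which left 19761 IDs holding 99.91% to 99.95% of the counts of each library. A model over all groups gives them 1 shared estimate of the spread. Contrasts were egr-2 RNAi minus control RNAi at each time point, the later time point minus 0 h in each RNAi condition, and the differences between RNAi effects at different time points (later minus earlier). Standard errors of log2 fold changes were derived from the F statistic. CPM values printed for an ID are TMM-normalised CPM computed from the deposited counts, and principal components used log2 CPM with a prior count of 2. Other splits of the libraries were fitted in the same way, with all 35 splits of 8 libraries for a comparison of 2 groups and 60 draws, the real grouping included, for a difference between RNAi effects.

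The comparisons, the test, the rule for naming IDs and most alternatives were fixed before the data were examined. For tables that give only IDs the rule named the 2 IDs with the largest rise and the 2 with the largest fall in the mean of the 3 RNAi effects. Such an ID needed an adjusted p below 0.05 for that mean, a mean of at least 1 CPM, and no overlap between the CPM of the RNAi conditions at any of the 3 time points. The rule named no other ID, and dd_Smed_v6_6337_0_1 was named outside it after its values were seen. The rule was passed by 51 IDs with a rise and 10 with a fall. Of the tested IDs, 311 share the component number of another contig, so their reads may have been divided between contigs, and none of the 4 named IDs does.

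Alternatives were RLE factors, no filter on low counts, a filter of at least 1 CPM in at least 4 libraries, DESeq2 1.42.0, a fit of only the compared groups, the replicate number as a block, leaving out each library in turn, Pearson's r, and correlations over IDs with a mean of at least 10 CPM. Added after seeing the data were an edgeR likelihood ratio test, scaling by total counts alone, removal of a smooth trend on contig length (lowess span 0.3), and leaving out the libraries numbered 1. The likelihood ratio test with common, trended and tagwise dispersions was added because the IDs of the authors' deposited table were exactly the 16812 with at least 1 CPM in at least 4 libraries. Every adjusted p printed for an ID comes from edgeR's quasi-likelihood test unless another source is named.

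The model was tested on simulated data with real means and library sizes, 200 changed IDs of known fold per RNAi comparison, and 19496 IDs passing the filter. It recovered 97.5% of the changed IDs at 0 h with 10 unchanged IDs called, 96.0% at 2 days with 11, and 97.5% at 4 days with 12. Changes were planted only in IDs above a minimum mean abundance. Each was larger than the median absolute log2 fold change of the real calls, 0.32 to 0.51. Each ID was given the same dispersion in all groups, so a spread that differs between time points was not simulated. These rates therefore do not carry over to smaller changes or to groups of unequal spread. Plots were drawn with matplotlib 3.10.9.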

Results

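RNA sequencing counts were obtained from 24 libraries of tail fragments of Schmidtea mediterranea, a planarian that regrows missing body parts. RNA interference was induced by feeding double-stranded RNA, and egr-2 RNAi fragments were compared with control RNAi fragments to find transcripts that change when egr-2 is targeted. Each RNAi condition was sampled at 0 h, 2 days and 4 days after amputation with 4 replicates per time point. Total counts per library were 13449251 to 24500726 in control RNAi fragments at 0 h, 17658036 to 23924158 at 2 days and 23724985 to 30829850 at 4 days. In egr-2 RNAi fragments they were 18829638 to 26924688 at 0 h, 15433992 to 21132548 at 2 days and 26051142 to 29568965 at 4 days. The transcript of egr-2 itself could not be identified here, because the tables give contig IDs without gene names. An ID that falls under egr-2 RNAi may thus be the targeted transcript itself. The 10 most abundant IDs held 9.61% ± 0.16 of the counts (SD, n = 4) in control and 9.72% ± 0.31 (SD, n = 4) in egr-2 RNAi fragments at 0 h. At 2 days these shares were 6.83% ± 0.040 and 6.76% ± 0.056 (SD, n = 4), and at 4 days they were 7.01% ± 0.13 and 7.13% ± 0.12 (SD, n = 4). The TMM factor averaged 0.898 ± 0.011 in control and 0.858 ± 0.015 in egr-2 RNAi libraries at 0 h (SD, n = 4). The later groups had mean factors of 1.05 to 1.08.

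The first principal component held 51.4% of the variance of log2 CPM and separated the 0 h libraries from the later ones. The second held 11.5% and separated 2 days from 4 days. On the third, with 7.16% of the variance, replicate 1 of egr-2 RNAi at 0 h had a score of 78.7 while each of the other 23 libraries lay at or below 13.7. Its deviations from the mean of its group mates had an SD of 0.662 on the log2 scale, against 0.268 to 0.438 in the other libraries.

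**Figure D1:**
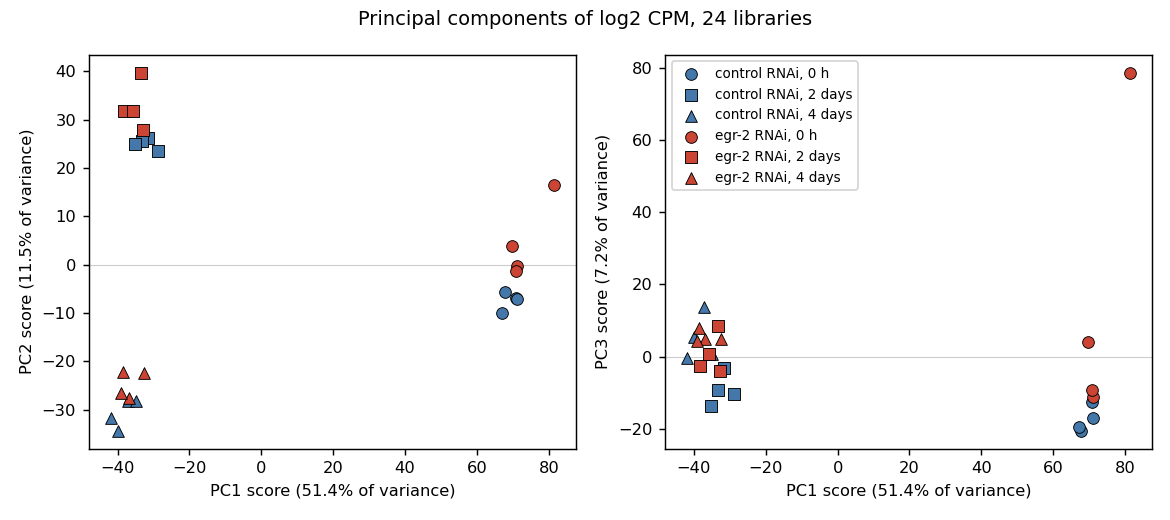
Scores of the 24 libraries on principal components 1 and 2 (left) and 1 and 3 (right) of log2 CPM, with the share of variance on each axis; each point is 1 library, colour gives the RNAi condition and shape the time point. Time points separate on components 1 and 2, and 1 egr-2 RNAi library of 0 h stands alone on component 3 with a score of 78.7.

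The effect of egr-2 RNAi was tested at each time point. At 0 h, edgeR's quasi-likelihood test called 1124 of 19761 IDs at an adjusted p below 0.05, of which 840 were higher and 284 lower in egr-2 RNAi fragments. The median absolute log2 fold change of these calls was 0.32, and 41 IDs were at least 2-fold higher and 31 at least 2-fold lower. An unadjusted p below 0.05 was reached by 4322 IDs. The alternative that moved the count most was the fit of only the 0 h libraries, which called 189 IDs, 186 of them among the 1124. Scaling by total counts alone called 1127 IDs, of which 35.8% were higher, against 74.7% with TMM factors and 71.4% with RLE factors. Single libraries also decided the count. It was 674 without control replicate 1, 519 without control replicate 3, and 744, 1806, 1826 and 657 without egr-2 RNAi replicates 1, 2, 3 and 4.

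At 2 days, 72 IDs were called, 35 higher and 37 lower, with a median absolute log2 fold change of 0.51. An unadjusted p below 0.05 was reached by 1814 IDs. The count depended on single libraries. Without egr-2 RNAi replicate 4 it was 3, among them dd_Smed_v6_9273_0_1, and without egr-2 RNAi replicates 1, 2 and 3 it was 20, 14 and 182. Without control replicates 2 and 3 it was 44 and 12. The fit of only the 2 day libraries called 312 IDs.

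At 4 days, 464 IDs were called, 335 higher and 129 lower, with a median absolute log2 fold change of 0.37. There were 21 IDs at least 2-fold higher and 16 at least 2-fold lower, and 2325 IDs had an unadjusted p below 0.05. Leaving out control replicate 1 or 2 gave 291 or 271 calls, and leaving out egr-2 RNAi replicate 2 or 4 gave 290 or 293. Only the 4 day libraries in the fit gave 797.

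**Figure D2:**
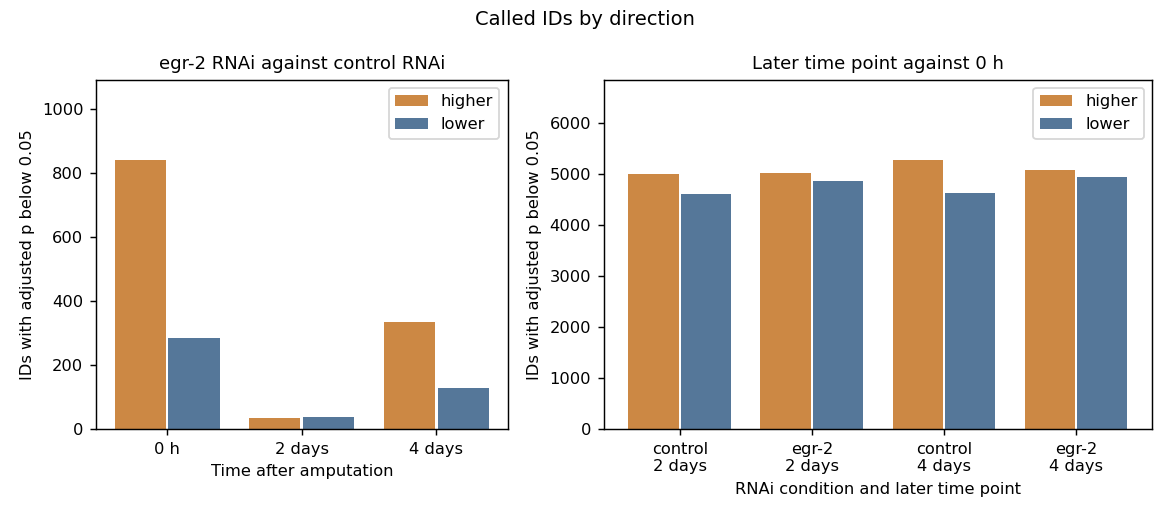
Numbers of IDs with an adjusted p below 0.05 by direction, for egr-2 RNAi against control RNAi at each time point (left) and for the later time points against 0 h within each RNAi condition (right); the y axes start at 0 and differ in scale. The RNAi comparison gave 840 higher and 284 lower IDs at 0 h, 35 and 37 at 2 days, and 335 and 129 at 4 days. Fits of only the compared groups called 189, 312 and 797 IDs, so the order of the time points depends on the fit.

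The RNAi effects at different time points share no library. Of the IDs called at both 0 h and 2 days, 33 of 33 changed in the same direction, where 4.10 shared calls would arise if the calls were independent. At both 0 h and 4 days, 149 of 153 shared calls had the same direction, against 26.4 shared calls under independence. At both 2 days and 4 days this held for 17 of 18, against 1.69. The fit of only the compared groups gave 51, 63 and 147 shared calls of the same direction for these 3 pairs of time points, and DESeq2 gave 90, 217 and 59. At all 3 time points 12 IDs were called, each in 1 direction, 10 of them higher. At 1 or more time points 1468 IDs were called.

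Across IDs, which are not independent replicates, 5 correlations between effects without a common library were computed. The RNAi effects at 0 h and 2 days had a Spearman's rho of 0.279. Of the 35 splits of the 2 day libraries 1, the real one, gave an absolute rho as large (share 0.029, adjusted over the 5 correlations 0.071). The effects at 0 h and 4 days had a rho of 0.135 (8 of 35 splits, adjusted 0.29), and those at 2 days and 4 days a rho of 0.149 (5 of 35 splits, adjusted 0.24). The RNAi effect at 2 days and the control change from 0 h to 4 days had a rho of 0.0079 (30 of 35 splits, adjusted 0.86). The RNAi effect at 4 days and the control change from 0 h to 2 days had a rho of -0.205 (1 of 35 splits, adjusted 0.071). That last value was 0.0065 as Pearson's r, with the opposite sign. None of the 5 correlations had an adjusted share below 0.05, but 0.029 is the smallest share that 35 splits can give, and at least 3 of the 5 would have had to reach it. Of the IDs called at 0 h, 80.96% had the same sign of effect at 2 days (2 of 35 splits as large, adjusted over 3 such shares 0.17) and 74.3% at 4 days (4 of 35 splits, adjusted 0.17). Of those called at 2 days, 83.3% had the same sign at 4 days (7 of 35 splits, adjusted 0.20).

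Differences between RNAi effects were tested as interaction contrasts. The effect differed between 0 h and 2 days for 36 IDs, 33 of them with the lower value at 2 days, and 1734 IDs had an unadjusted p below 0.05. Between 0 h and 4 days it differed for 56 IDs, 40 of them with the lower value at 4 days, and 2680 IDs had an unadjusted p below 0.05. With scaling by total counts alone the shares of these calls with the higher later effect were 28.6% and 62.7%, against 8.33% and 28.6% with TMM factors. Between 2 days and 4 days it differed for 18 IDs, 14 of them with the higher value at 4 days, and 1411 IDs had an unadjusted p below 0.05. DESeq2 called 105, 218 and 86 IDs in these contrasts.

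Single libraries moved each interaction count. Between 0 h and 2 days it was 22 and 16 without control 0 h replicates 1 and 3, 18 and 19 without control 2 day replicates 3 and 4, and 58 without egr-2 RNAi 0 h replicate 1. Without egr-2 RNAi 2 day replicates 2, 3 and 4 it was 22, 63 and 17. Between 0 h and 4 days it was 30, 11 and 34 without control 0 h replicates 1, 3 and 4, and 37 and 29 without control 4 day replicates 1 and 2. Without egr-2 RNAi 0 h replicates 3 and 4 it was 101 and 32, and without egr-2 RNAi 4 day replicates 2, 3 and 4 it was 28, 18 and 15. Between 2 days and 4 days it was 32, 1 and 1 without control 2 day replicates 1, 3 and 4, and 10, 1 and 1 without control 4 day replicates 1, 2 and 4. Without egr-2 RNAi 2 day replicates 1, 2 and 4 it was 1, 1 and 2, and it was 1 without each of egr-2 RNAi 4 day replicates 2, 3 and 4. The single ID called in such fits was dd_Smed_v6_6337_0_1, which was chosen after its values were seen. It was called in each of the 16 fits of this contrast with 1 library left out. It also had the lowest adjusted p of this contrast in the main fit.

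More IDs changed over time than under egr-2 RNAi, while the median absolute log2 fold change of the control calls was 0.51 at both later time points. In control RNAi fragments 9604 IDs were called from 0 h to 2 days, 4994 higher and 4610 lower, and 9880 from 0 h to 4 days, 5259 higher and 4621 lower. In egr-2 RNAi fragments 9878 were called from 0 h to 2 days, 5019 higher and 4859 lower, and 10003 from 0 h to 4 days, 5074 higher and 4929 lower. Scaling by total counts alone moved the median log2 fold change of all IDs upward by 0.24 and 0.27 in control and by 0.29 and 0.34 in egr-2 RNAi fragments. It raised the share of higher calls from 52.0% to 76.9% and from 53.2% to 79.8% in control, and from 50.8% to 78.4% and from 50.7% to 83.0% in egr-2 RNAi fragments. The balance between directions over time is therefore relative to the scaling. Both RNAi conditions shared 8037 calls from 0 h to 2 days, 8027 in the same direction, and 7784 from 0 h to 4 days, 7775 in the same direction. These pairs of effects share no library and had a Spearman's rho of 0.809 and 0.788 across IDs.

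Among the 51 IDs that passed the rule with a rise, the largest rises in the mean RNAi effect were those of dd_Smed_v6_1202_0_1, a contig of 523 bases, and dd_Smed_v6_2394_0_1, of 1771 bases. At 0 h dd_Smed_v6_1202_0_1 had 4.89 ± 1.10 CPM in control and 14.3 ± 4.38 CPM in egr-2 RNAi fragments (SD, n = 4), a log2 fold change of 1.57 (SE 0.31, adjusted p of 0.0031). At 2 days it stood at 262 ± 65.5 and 394 ± 61.7 CPM (SD, n = 4), a log2 fold change of 0.59 (SE 0.21) that was not called, with an adjusted p of 0.30. Over 18 alternatives that adjusted p ranged from 0.035, in the fit of only the 2 day libraries, to 0.56. At 4 days it stood at 42.9 ± 16.3 and 168 ± 41.2 CPM (SD, n = 4), a log2 fold change of 1.97 (SE 0.22, adjusted p of 8.7e-06). The abundance of dd_Smed_v6_2394_0_1 at 0 h was 13.9 ± 10.4 CPM in control and 74.3 ± 26.0 CPM in egr-2 RNAi fragments (SD, n = 4), a log2 fold change of 2.38 (SE 0.30, adjusted p of 2.1e-05). Its differences at 2 days (11.8 ± 1.20 against 15.99 ± 1.52 CPM, SD, n = 4) and at 4 days (1.10 ± 0.31 against 2.62 ± 0.79 CPM, SD, n = 4) were not called, with adjusted p of 0.72 and 0.30. In the fit of only the compared groups both were called, with adjusted p of 0.019 and 0.0035, and the likelihood ratio test called the 4 day difference (0.020). Over 18 alternatives the adjusted p ranged up to 0.87 at 2 days and 0.61 at 4 days.

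Among the 10 IDs that passed it with a fall, the largest falls were those of dd_Smed_v6_9273_0_1, of 1670 bases, and dd_Smed_v6_14011_0_1, of 865 bases. In control fragments dd_Smed_v6_9273_0_1 rose from 4.21 ± 1.47 CPM at 0 h to 59.4 ± 11.2 CPM at 2 days and 45.4 ± 2.63 CPM at 4 days (SD, n = 4). In egr-2 RNAi fragments it stood at 1.08 ± 0.24, 19.0 ± 2.73 and 14.1 ± 1.96 CPM (SD, n = 4). Its log2 fold changes under egr-2 RNAi were -1.87 (SE 0.26, adjusted p of 5.7e-05), -1.64 (SE 0.13, adjusted p of 6.7e-09) and -1.68 (SE 0.13, adjusted p of 2.8e-09), and none of its alternatives changed these calls. At 0 h dd_Smed_v6_14011_0_1 had 5.00 ± 1.23 CPM in control and 2.94 ± 0.37 CPM in egr-2 RNAi fragments (SD, n = 4), a log2 fold change of -0.74 (SE 0.19, adjusted p of 0.019). That call was lost without control 0 h replicate 1 (adjusted p of 0.076), without control 0 h replicate 3 (0.075), without egr-2 RNAi 0 h replicate 4 (0.083), without the libraries numbered 1 in all groups (0.077) and in the fit of only the 0 h libraries (0.094), and over 18 alternatives its adjusted p ranged from 0.0012 to 0.094. At 2 days it had 10.8 ± 2.53 and 7.40 ± 0.45 CPM (SD, n = 4), which was not called (log2 fold change of -0.53, SE 0.15, adjusted p of 0.13). DESeq2 (0.033), the likelihood ratio test (0.035) and the fit of only the 2 day libraries (0.047) called it, and its highest adjusted p was 0.40. At 4 days it had 22.4 ± 3.52 and 13.3 ± 1.27 CPM (SD, n = 4), a log2 fold change of -0.75 (SE 0.13, adjusted p of 7.7e-04). By the rule that named them, each of the 4 IDs kept its direction in 4 of 4 libraries at each time point. None had an interaction with an adjusted p below 0.05 in the main fit, the only fit examined for these interactions. That of dd_Smed_v6_2394_0_1 between 0 h and 2 days came close (-1.94, SE 0.43, adjusted p of 0.056). So did that of dd_Smed_v6_1202_0_1 between 2 days and 4 days (1.38, SE 0.30, adjusted p of 0.063). The other interactions of the 4 IDs had adjusted p of at least 0.40.

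**Figure D3:**
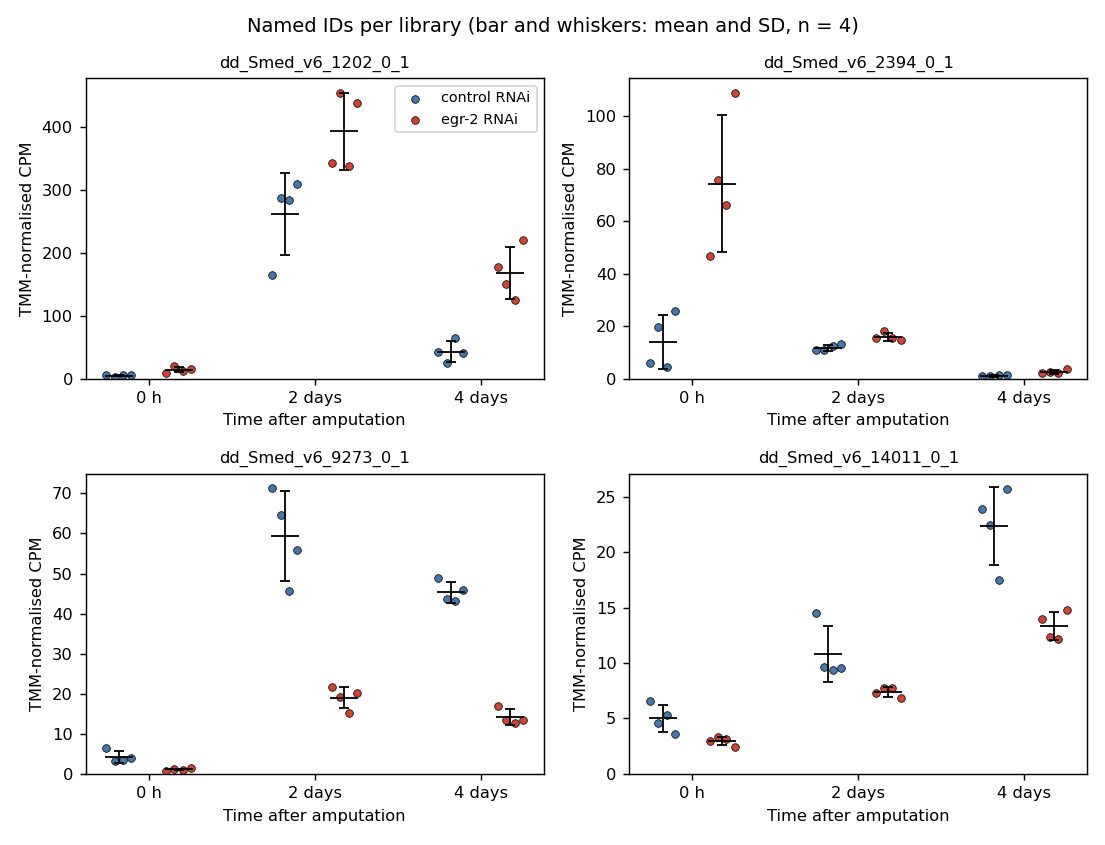
TMM-normalised CPM of the 4 named IDs in each library, by time after amputation and RNAi condition; points are libraries, the horizontal bar is the mean and the whiskers the SD (n = 4), and y axes start at 0 and differ in scale. Control and egr-2 RNAi libraries do not overlap at any time point, which the rule for naming them required.

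The authors' deposited table called 1425 IDs at 0 h (912 higher, 513 lower), 192 at 2 days (92 higher, 100 lower) and 637 at 4 days (428 higher, 209 lower) at a false discovery rate below 0.05. Of these, 1050, 70 and 454 were also called by the quasi-likelihood test, with 0 opposite directions. Over time the authors' deposited table called 9396 and 9574 IDs in control fragments and 9701 and 9772 in egr-2 RNAi fragments. A likelihood ratio test in edgeR on the 16812 IDs of that table gave the same called IDs in all 7 comparisons, with log2 fold changes that differed by at most 0.0066.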

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

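The tests of low depth, of the share of the most abundant IDs and of the time label for the distant library, of counting noise for its depleted IDs and of a batch among the libraries numbered 1 were chosen only after the result was seen. The other tests were chosen before the value they measure was known. A library far from its 3 group mates was looked for in 72 sets of 4 values, and 7 were found, where chance gives about 1 in 20.

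Replicate 1 of egr-2 RNAi at 0 h was far from its group mates on principal component 1, with a score of 81.5, and on component 3, with a score of 78.7. Low total depth was argued against. The 4 libraries with lower totals had a deviation SD of at most 0.438, against 0.662 in this library with a total of 18829638. However, it had the fewest IDs with a count of all libraries, 22962. Control 0 h replicate 1, with the lowest total, had 23471. Library complexity and RNA quality were not tested for egr-2 RNAi 0 h replicate 1 and stay open. Its 10 most abundant IDs held 10.0% of its counts, close to the 9.29% to 9.81% of its mates. Removing a smooth trend on contig length left its deviation SD at 0.660. It correlated with the mean of its mates at 0.978 and with later groups at no more than 0.946, which argues against a wrong time label. Over the IDs called without it, its position was 0.930 on a scale from the control mean at 0 to the mean of its mates at 1, with the highest control library at 0.158 and its mates from 0.902 to 1.19. This argues against a wrong RNAi label. IDs below 1 CPM in each of the other 23 libraries held 0.101% of its counts, less than the 0.123% to 0.180% in the others. Only planarian contigs were counted, so this share decides nothing about a foreign sample, which stays open.

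Among 9997 IDs with a mean of at least 10 CPM, 36 were at least 4-fold lower in that library than in its mates and 0 were at least 4-fold higher. Counting noise of low counts would give both directions, and no other library had more than 7 in either direction. In the other 20 libraries, outside its group, the deviations of these 36 IDs from their group means had a mean pairwise correlation of 0.342, while the highest of 1000 random sets matched on abundance was 0.0845. A tissue under-represented in the dissected fragments of this replicate may therefore account for the depletion. The random sets were not matched on variability, and a regulated set of transcripts within the same tissue stays open. Which tissue they mark was not tested, because the IDs carry no names.

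The 7 distant values came from 5 libraries, and each of these was replicate 1 of its group. Beside the library above they were control 0 h (deviation SD of 0.438, with the lowest total of all libraries), control 2 days (14.6 CPM of dd_Smed_v6_14011_0_1, against 9.33 to 9.67 in its mates), control 4 days (TMM factor of 1.05, against 1.09 in its mates) and egr-2 RNAi 4 days (top-10 share of 7.31% and component 3 score of 7.91). Without control 2 day replicate 1 the log2 fold change of dd_Smed_v6_14011_0_1 at 2 days was -0.36 (adjusted p of 0.39, with 0.033 to 0.40 over 18 alternatives). The deviations of the 6 libraries numbered 1 had a mean pairwise correlation of 0.0598 across IDs, and 0.049% of the 4096 choices of 1 library per group gave a value as high. Over IDs of at least 10 CPM it was 0.123, with 0.12% of choices as high, which argues against low depth acting through counting noise, although 5 of the 6 had the lowest total of their group. A batch shared by the libraries numbered 1 may therefore exist, for example in extraction or library preparation, but the correlation is small and the labels record no such batch. It is balanced over the 6 groups. With these 6 libraries left out, 522 IDs were called at 0 h, 81 at 2 days and 366 at 4 days.

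The egr-2 RNAi effect differed between time points for some IDs. Between 0 h and 2 days 36 IDs were called, and 7 of 60 groupings of the libraries gave as many. Between 0 h and 4 days 56 were called, and 3 of 60 groupings gave as many. Between 2 days and 4 days 18 were called, and 3 of 60 groupings gave as many. A grouping that keeps the real RNAi conditions at 1 time point and mixes them at the other carries the RNAi effect of the first as an apparent difference. The groupings thus do not stand for the absence of a difference, and whether chance alone gives these counts was not decided. A biological difference between time points and a technical one between the libraries both stay open, and the number of interacting IDs is not established.

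dd_Smed_v6_6337_0_1 (1501 bases, no other contig of its component) was singled out after its values were seen, because it was called for the difference between 2 days and 4 days in each of the 16 fits with 1 library left out. At 2 days it stood at 33.5 ± 5.70 CPM in control and 21.2 ± 2.83 CPM in egr-2 RNAi fragments (SD, n = 4), a log2 fold change of -0.67 (SE 0.11, adjusted p of 0.0062 in edgeR's quasi-likelihood test). At 4 days it stood at 46.4 ± 6.93 and 73.6 ± 6.47 CPM (SD, n = 4), a log2 fold change of 0.67 (SE 0.10, adjusted p of 3.0e-04). The 4 egr-2 RNAi libraries lay below the 4 control libraries at 2 days and above them at 4 days. The difference was 1.34 (SE 0.15, adjusted p of 4.1e-05), and over its 26 alternatives it ranged from 1.25 to 1.57, with adjusted p between 9.3e-14 and 2.5e-04. As 16 of these alternatives were the basis for choosing the ID, they do not show that its difference is stable. Its adjusted p in the main fit was also the lowest of all tested IDs for this difference. Selection may thus have made the difference look larger and its adjusted p smaller. Without egr-2 RNAi 2 day replicate 4 the 2 day effect alone was no longer called (adjusted p of 0.064, the highest of 18 alternatives, with 7.2e-06 the lowest). At 0 h it stood at 158 ± 13.2 and 179 ± 12.6 CPM (SD, n = 4), which was not called (adjusted p of 0.31). Its RNAi effect also differed between 0 h and 2 days (-0.85, SE 0.15, adjusted p of 0.012), and the difference between 0 h and 4 days was not called (0.49, SE 0.14, adjusted p of 0.13). No technical explanation beyond these alternatives was tested for this ID.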

How the results depend on the processing

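The likelihood ratio test, scaling by total counts alone, removal of the length trend and leaving out the libraries numbered 1 were chosen only after the data had been seen. RLE factors, both other filters on low counts and total counts alone left the 10 counts of called IDs within 1.5 times their values. They left the 5 correlations within the spread of the splits, the root mean square of rho over the other splits. That spread was 0.128 for the RNAi effects at 0 h and 2 days. Their rho was 0.151 without a filter, 0.279 in the main fit and 0.344 with at least 1 CPM in at least 4 libraries. For 0 h and 4 days these values were 0.069, 0.135 and 0.162, and for 2 days and 4 days 0.081, 0.149 and 0.194. For the 4 day effect and the control change to 2 days they were -0.120, -0.205 and -0.254. The size of these correlations thus depended on the filter. The counts of the 4 time comparisons stayed within 1.5 times under every alternative run, and with 1 library left out they ranged from 8935 to 9115 and from 9180 to 9461 in control, and from 9293 to 9800 and from 9290 to 9905 in egr-2 RNAi fragments. Planned and not run were the tests of the egr-2 transcript and of the cell cycle, neural and muscle annotation classes (camera, with fry as the alternative), because the IDs carry no names.

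DESeq2 called 195 IDs at 2 days, and 105, 218 and 86 for the differences between 0 h and 2 days, 0 h and 4 days, and 2 days and 4 days. Its adjusted p was not assigned to between 3448 and 10344 IDs in the RNAi and interaction contrasts. The cause was not tested. The likelihood ratio test gave 192 at 2 days and 69, 186 and 60 for those differences, and the length trend removed gave 58 for the difference between 0 h and 2 days. The cause was not tested.

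Fitting only the compared groups gave 189 IDs at 0 h, 312 at 2 days and 797 at 4 days, and 12, 36 and 49 for the differences. The common biological coefficient of variation was 11.1% in the 0 h libraries, 6.23% at 2 days and 6.62% at 4 days, against 8.14% in all 24. The shared estimate thus lay below the spread at 0 h and above it at the later time points, and the 3 RNAi counts moved accordingly. The 0 h count was the highest of the 3 in the main fit and the lowest in these fits. The counts therefore do not rank the time points by the size of the RNAi response. Without egr-2 RNAi 0 h replicate 1 the 0 h value was 8.28%, so much of the excess at 0 h came from that library.

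Replicate numbers were checked as pairs. Of 12 pairs of control and egr-2 RNAi libraries with the same number 1 had a correlation of deviations over 0.1, with a range of -0.064 to 0.11, which did not meet the limit for treating the libraries as pairs. With the replicate block 152 IDs were called at 2 days, and 116 and 45 for the differences between 0 h and 4 days and between 2 days and 4 days. The replicate block changed no other call or count beyond 1.5 times among the comparisons and named IDs, apart from 77 and 49 shared calls of 2 days with 0 h and with 4 days.

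Leaving out 1 library gave 519 to 1826 IDs at 0 h, 3 to 182 at 2 days and 271 to 445 at 4 days. The ranges were 16 to 63, 11 to 101 and 1 to 32 for the differences between 0 h and 2 days, 0 h and 4 days, and 2 days and 4 days. The lowest 0 h value was without control replicate 3 and the highest without egr-2 RNAi replicate 3. The cause was not tested. At 0 h the share of higher calls stayed between 63.8% and 80.7%, and at 2 days it ran from 32.0% to 71.4%. With the libraries numbered 1 left out in all groups the counts were 522 at 0 h and 41 for the difference between 2 days and 4 days, from 3 libraries per group.

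Over IDs with a mean of at least 10 CPM, rho was 0.434 between the RNAi effects at 0 h and 2 days, 0.258 between those at 2 days and 4 days, and -0.328 between the RNAi effect at 4 days and the control change from 0 h to 2 days. Pearson's r was 0.0065 for that last relation, with the opposite sign, and 0.0624 between the RNAi effect at 2 days and the control change from 0 h to 4 days. Among the 1924 IDs called with a change of at least 2-fold in controls by 2 days rho was -0.024, against -0.224 over the other tested IDs.

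For single IDs, 4 of 128 values with 1 library left out lost their call. IDs called in the same direction at both 2 days and 4 days rose from 17 to 28 without a filter, 29 with the length trend removed, 54 with the likelihood ratio test, 59 with DESeq2 and 147 in the fit of only the compared groups. For 0 h and 2 days they rose from 33 to 51 in that fit, 81 with the likelihood ratio test and 90 with DESeq2. For 0 h and 4 days they fell from 149 to 63 in that fit and to 78 with the libraries numbered 1 left out. Shared calls were not recomputed with single libraries left out. The filter left out 8146 IDs with counts, which together held under 0.1% of the counts of each library. Without it 8 of these were called at 0 h, and 276 to 436 in the 4 time comparisons.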

Other observations

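The test of scaling by total counts and the count of splits for the correlation with the control change were chosen only after the result was seen. The other tests were chosen before the value they measure was known.

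Of the 35 splits of the 8 libraries, the number giving as many called IDs as the real one was 1, the real split itself, for egr-2 RNAi at 0 h, at 2 days and at 4 days. It was also 1 of 35 splits for each of the changes from 0 h to 2 days and to 4 days in control and in egr-2 RNAi fragments. Each share was 0.029, the smallest that 35 splits can give. It lies below 0.05 and argues against chance for these 7 counts, but it does not exclude chance. The largest count of another split was 69 at 0 h, 63 at 2 days and 3 at 4 days, so at 2 days the 72 calls stood little above it.

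More IDs were higher than lower under egr-2 RNAi at 0 h, 74.7% of the calls. Without egr-2 RNAi replicate 1 the share was 70.2%, and with the length trend removed it was 79.3%, which argues against that library and against contig length as the whole cause. RLE factors left it at 71.4%, which argues against the choice between these composition-correcting factors as its cause. Scaling by total counts alone gave 35.8%, with 688 calls shared between both scalings. That setting moved the median log2 fold change of all IDs by 0.063 and shifted every ID alike, which turns the balance of small changes by itself, so it decides nothing about the cause. The balance between directions holds relative to the scaling, and a biological difference stays open as untested.

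The RNAi effect at 4 days ran against the control change from 0 h to 2 days, with a rho of -0.205 across IDs and no common library. Of 35 splits of the 4 day libraries 1 gave an absolute rho as large, and the largest of another split was 0.194. With the length trend removed it was -0.205, and with a smooth trend on abundance removed from both effects it was -0.204, which argues against both trends as the whole cause. Pearson's r was 0.0065, with the opposite sign. The share of splits adjusted over the 5 correlations was 0.071, the lowest that 35 splits allow when 2 of the 5 reach the smallest share, so it does not speak against the relation. Over the 1924 IDs called with a change of at least 2-fold in controls by 2 days rho was -0.024, against -0.224 over the others, and the RNAi effect at 2 days had a rho of 0.0079 with the control change to 4 days. These 1924 IDs thus did not carry the relation, the margin over the other splits was small, and its cause stays open.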
